# Characterization of Chicken Skin Yellowness and Exploration of Genes Involved in Skin Yellowness Deposition in Chicken

**DOI:** 10.3389/fphys.2021.585089

**Published:** 2021-03-31

**Authors:** Jingwen Wu, Zetong Lin, Genghua Chen, Qingbin Luo, Qinghua Nie, Xiquan Zhang, Wen Luo

**Keywords:** chicken, skin color, yellowness value, pigmentation, candidate gene

## Abstract

Skin color is an important economic trait in meat-type chickens. A uniform bright skin color can increase the sales value of chicken. Chickens with bright yellow skin are more popular in China, especially in the broiler market of South China. However, the skin color of chickens can vary because of differences in breeds, diet, health, and individual genetics. To obtain greater insight into the genetic factors associated with the process of skin pigmentation in chickens, we used a colorimeter and high-resolution skin photographs to measure and analyze the skin color of chickens. By analyzing 534 chickens of the same breed, age, and feed condition, we found that the yellowness values of the chickens varied within this population. A significant positive correlation was found between the cloacal skin yellowness values before and after slaughter, and the cloacal skin yellowness value of live chickens was positively correlated with the overall body skin yellowness value. Additionally, chicken skin yellowness exhibited low heritability, ranging from 0.07 to 0.27. Through RNA sequencing, 882 genes were found to be differentially expressed between the skin with the highest and lowest yellowness values. Some of these differentially expressed genes may play an important role in yellow pigment deposition in chicken skin, which included *TLR2B, IYD, SMOC1, ALDH1A3, CYP11A1, FHL2, TECRL, ACACB, TYR, PMEL*, and *GPR143*. In addition, we found that the expression and variations of the *BCO2* gene, which is referred to as the yellow skin gene, cannot be used to estimate the skin yellowness value of chickens in this population. These data will help to further our understanding of chicken skin yellowness and might contribute to the selection of specific chicken strains with consistent skin coloration.

## Introduction

Ma-Huang chicken is a high-quality broiler chicken with golden skin that is preferred by consumers and is one of the most popular chickens in the frozen chicken market of South China. Under the condition of an increasing frozen fresh chicken market, the first impression that a broiler presents to consumers is made by its skin. The yellowness and uniformity of skin color are two important factors influencing consumer choice. Many factors can regulate skin color, and skin yellowness value varies greatly between individuals. The market price of chickens with white or light yellow skin is lower than that of chickens with yellow skin. How to select for uniform skin color and generate chickens with higher yellowness is a critical problem limiting the development of commercial Ma-Huang chickens.

Coloration is a phenotypic trait related to a variety of adaptive functions, including temperature regulation, camouflage, mate choice, etc (Hill, 1991; Hamilton et al., 2013). Skin pigmentation is a complex biological process. Skin color can be influenced by environmental factors, nutrition, and heredity. Carotenoids are compounds responsible for skin color in animals. Most animals can only acquire carotenoid pigments from the environment. Carotenoids can be synthesized by plants, bacteria, and fungi and affect the red, orange, and yellow characteristics of the skin (Goodwin, 1954; Walsh et al., 2012; Toews et al., 2017). Chickens obtain carotenoids through eating feeds. Once ingested, these pigments are transported to the mucosal cells of the duodenum. Scavenger receptor class B, type 1 can recognize carotenoids incorporate with lipid micelles and facilitate carotenoids transportation (Eroglu and Harrison, 2013; Toomey et al., 2017). Once absorbed, carotenoids are transported by lipoproteins through the bloodstream to the target tissues. The abundance and nature of lipoproteins can limit the capacity to obtain carotenoids during this process (Galvan et al., 2016). Furthermore, many species can metabolize carotenoids into alternate, more oxidized forms that are deposited into the integument. The result is that several factors, such as amounts and species of carotenoids ingested, nutrient and health status of the host, genetic background, and food matrix composition, influence the bioavailability of carotenoids (West and Castenmiller, 1998). Therefore, there are large differences between species or individuals in their capacity to obtain these pigments from their diets, resulting in skin color variation. However, unlike endogenously synthesized pigments such as melanin, which have well-characterized genotype-phenotype connections, researchers were poorly understood the genes and pathways involved in exogenously derived carotenoid metabolism and deposition (Toews et al., 2017).

β-Carotene oxygenases are the best-characterized set of enzymes that are involved in carotenoid metabolism, including β-carotene 15, 15′ oxygenase (BCO1) and β-carotene 9′,10′ oxygenase (BCO2) (Toews et al., 2017). *BCO2* is a mitochondrial protein with a set of varied targets, including zeaxanthin, lutein, and lycopene. *BCO2* is able to directly influence coloration by asymmetrically decomposing colored carotenoids into colorless defatted carotenoids, which hinder the deposition of colored pigments in fat and skin (Amengual et al., 2011). In domesticated chickens, lower expression of *BCO2* is associated with carotenoid degradation into colorless derivatives (Eriksson et al., 2008). Eriksson et al. (2008) analyzed gene sequences associated with a specific phenotype found in domestic chickens across numerous wild junglefowl and domestic breeds and found that three SNPs in *BCO2* were significantly related to yellow skin [located at chr24: 6,264,085 (G < A), chr24: 6,273,428 (A < G), and chr24: 6.287.900 (G < A)]. The presence of *BCO2* initiates the degradation of carotenoids and protects mitochondria from oxidative damage (Harrison and Kopec, 2020). Although the above studies have indicated the importance of *BCO2* in chicken yellow skin regulation, its function in the regulation of skin pigmentation and skin yellowness value still remains unclear.

In the present study, we systematically analyzed the variation in skin yellowness in yellow-skinned broiler chickens under intensive conditions. We found that the yellowness values of skin varied within the chicken population under intensive conditions. To identify the candidate genes that influence yellowness in chicken skin, we used RNA-seq to investigate differences in skin transcriptomes between the skin tissues of the Ma-Huang chicken showing high yellowness and low yellowness. We identified some candidate genes and metabolic pathways involved in yellow pigment deposition in chickens. All of these findings will help to establish a foundation for breeding chickens with high yellow skin coloration.

## Materials and Methods

### Ethics Statement

Ma-Huang chickens were obtained from a chicken farm in Guangzhou, Guangdong Province, China. Animal experiments were performed in accordance with the regulations and guidelines established by the Animal Care Committee of South China Agricultural University (approval number: SCAU#0106; 25 November 2018).

### Animals and Traits Measurement

Commercial Ma-Huang chicken pure line broiler chickens were used in the present study. Chickens at 120 days of age raised under the same feeding management conditions were chosen. Slaughter tests and traits measurements were carried out in a total of 534 Ma-Huang chickens (24 males and 510 females). These chickens were from one generation with complete pedigree. All chickens were slaughtered by bloodletting in the jugular vein, then scalded in tanks filled with water at a temperature of 64°C for 220 s and plucked with a chicken defeatherer. The slaughter determination was analyzed using methods adapted from previous studies (Sirri et al., 2010). Growth traits and carcass traits were measured according to the NY/T 823-2004 standard (Chen et al., 2004).

The skin yellowness was measured using a 3nh-NH310 colorimeter (3NH, Guangzhou, China). The colorimeter can directly obtain a^∗^ value (which represents redness), b^∗^ value (which represents yellowness), and L^∗^ value (which represents luminance) from a single measurement. We measure the skin yellowness by b^∗^ value. To reduce measurement errors, skin color values were determined by the same person, and quantification was performed three times at each position. The skin b^∗^ values (yellowness) of the cloaca (for living chickens) was measured before bloodletting. This area was chosen because it contains a few feathers or blood vessels. After bloodletting, scalding and plucking, the skin b^∗^ values (yellowness) of eight different parts were measured. All color measurement areas were free from obvious defects (plucking damage, bruises, full blood vessels, hemorrhage, discoloration, and any other condition that might affect a uniform color reading).

### Digital Skin Color Value Quantification

Digital photographs of 349 slaughtered chickens, placed on a white disk as the background, were successfully obtained with a Canon EOS 80D color camera (Canon, Tokyo, Japan). We developed an in-house program in MATLAB 2018a (The MathWorks, Inc., Natick, MA, United States) to automatically retrieve the color values of the chicken skin. RGB values were converted into HSV space according to standard formulas implemented by the rgb2hsv function of MATLAB (Supplementary Figure 1). Median HSV values, H values, S values, and V values were then reported for each image. In the HSV model, H represents hue (H represents the variation of the color type), S is saturation (S represents the purity or intensity of the color), and V is brightness or luminance. The V values were observed under environmental light, which could not be fully controlled, so we focused on the H and S color dimensions. A photograph is provided in Supplementary Figure 2 as an example. The MATLAB binary “get_skin_color” is provided in the Supplementary Material.

### DNA and RNA Extraction

Genomic DNA was extracted using the DNeasy Blood & Tissue Kit (Qiagen, CA, United States). Total RNA was extracted from tissues using RNAiso reagent (Takara, Otsu, Japan) and quantified using a NanoDrop spectrophotometer and an Agilent 2100 Bioanalyzer (Thermo Fisher Scientific, MA, United States).

### Genetic Parameter Estimates

The restricted maximum likelihood method implemented by the DMU package was used to obtain estimates of the phenotypic and genetic (co)variance and heritability (Madsen and Jensen, 2013), and the following linear model was used for the analysis of the data:

y=Xb+Za+e

where y was the phenotypic value of a trait, a was the vector of the animal additive genetic effect, b was the vector of the fixed effects, including gender (two levels) and pen (six levels), e was the vector of random residuals, and X and Z were the incidence matrices. A 534 individuals with complete pedigree and phenotypic trait records were included.

### RNA-seq and Bioinformatics Analysis

Among the 534 Ma-Huang chickens, three chickens with high cloacal skin yellowness values were chosen and defined as the high yellowness (s_deep) group; another three chickens with low cloacal skin yellowness values were chosen and defined as the low yellowness (s_light) group. There was a significant difference in the average yellowness of the s_deep and s_light groups (12.53 ± 0.69 vs. 6.99 ± 0.66, *p* < 0.001, *n* = 3). A piece of skin (approximately 8 mm in diameter) was isolated from the cloaca, and the subcutaneous fat was scraped off and then snap-frozen in liquid nitrogen before RNA-seq was conducted. Oligo(dT)-attached magnetic beads were used to purify mRNA. The purified mRNA was fragmented into small pieces with fragmentation buffer at the appropriate temperature. Then, first-strand cDNA synthesis was performed. Thereafter, A-Tailing Mix and RNA-Index Adapters were added via incubation for end repair. The cDNA fragments obtained from the previous step were amplified by PCR, and the products were homogenized with Ampure XP Beads and then dissolved in EB solution. The products were validated in an Agilent Technologies 2100 system for quality control. The double-stranded PCR products from the previous step were heated, denatured and circularized via the splint oligo sequence to obtain the final library. The single-stranded circular DNA was formatted as the final library. The final library was amplified with phi29 to generate DNA nanoballs (DNBs), which included more than 300 copies of a single molecule. The DNBs were loaded into the patterned nanoarray, and single-end 50-base reads were generated on the BGI-500 platform (BGI-Shenzhen, China). Adaptors, reads with unknown base(N) > 5%, and low-quality sequences were removed using the FASTX tool, which is used to reduce data noise and to clean raw reads. Furthermore, SOPA2(version 2.2.1) was used to filter out potential rRNA reads. After filtering, Clean reads of the skin tissues of each color were aligned to the reference (GCF_000002315.4_Gallus_gallus-5.0) by TopHat (version 2.2.1). Gene expression was measured in fragments per kilobase of exon per million reads mapped (FPKM). Functional annotation of the assembled reference sequences was performed by homology searches against the NCBI Nr (Non-redundant protein) database, the UniProt-Swiss-Prot (The Universal Protein Resource) database, and the KEGG (Kyoto Encyclopedia of Genes and Genomes database). Searches were conducted by the BLAST program with an *E*-value cut-off of 1e^–5^. The gene name and description of the best blast hit were assigned to each contig with significant hits. Finally, edger22 was used to normalize the expression level of each gene in six skin samples to identify the differentially expressed genes by pairwise comparisons. The threshold values of | logFC| ≥1 and FDR (False Discovery Rate) ≤0.05 were used to judge the significance of DEGs. GO term enrichment and KEGG pathway analysis of DEGs was performed using KOBAS program. All original RNA-seq data were deposited in the NCBI Gene Expression Omnibus (GSE144982). Genes exhibiting a fold change ≥2 and adjusted *p* ≤ 0.001 were considered differentially expressed genes (DEGs). GO term enrichment and KEGG pathway analysis of the DEGs were performed using the online-accessible Dr. TOM program^1^.

### cDNA Synthesis and Quantitative Real-Time PCR

The reverse transcription reaction for mRNA was performed with the PrimeScript RT reagent Kit with gDNA Eraser (Takara) according to the manufacturer’s manual. All primers (Table 1) were designed using Primer Premier 5.0 software (Premier Biosoft, Palo Alto, CA, United States). The qPCR program was carried out in a Bio-Rad CFX96 Real-Time Detection System (Bio-Rad, Hercules, CA, United States) with iTaq^TM^ Universal SYBRGreen^®^ Supermix (Bio-Rad). The 2^–ΔΔCt^ method was used to measure gene expression with β*-actin* as the reference gene.

**TABLE 1:** Sequence of PCR primers used in this study.

**Gene**	**Forward primer sequence (5′−>3′)**	**Reverse primer sequence (5′−>3′)**	**Length (bp)**
*ACACB*	TTCGGGACTTCAACCGTGAG	GGCTGCTTAAAATCCCGCAG	142
*TLR2B*	GAAACTTTGAGGGCATTG	TTGCGAAAGAGGAAGACATA	252
*FHL2*	CCTGCTTTATCTGCTACCGCTG	CACACCTCCTGTAGTGATAGCCTT	149
*CYP11A1*	TCCGCTTTGCCTTGGAGTCTGTG	ATGAGGGTGACGGCGTCGATGAA	112
*SMOC1*	CAGCACTTGCCCATTCC	CACCTTCCGCAGTAACAC	174
β*-actin*	ATCTTTCTTGGGTATGGAGTC	GCCAGGGTACATTGTGG	133
*GPR143*	TCAACAGTGGGCGACAATGA	GCAGAGACATACGCCTGCTA	443
*TECRL*	GACACAAACCCTGCCAGTTG	GACCCACTTCGGTTGCTGAA	226
*TYR*	CGAGACACACTCTTAGGTGG	CTTCTGTATCTCACGTTCCC	120
*PMEL*	GCACGCAGTTCAGCATCACC	CCCGAAGTCCCACGAATAGG	179
*ALDH1A3*	AAAGGCAGGTGCTCCTAAGC	CGTTGCAAAGTGCTGACACA	109
*IYD*	TAACTGCCTCACCCTA	CCCATCCCTACATACC	*258*
*BCO2*	TCACGCTTTGATCCACCGAA	CGTTTCTGGGTCCACCTTGT	117

### Statistical Analysis

Descriptive statistical analysis was performed using all available yellowness values records by the SPSS 21.0 (SPSS Inc., Chicago, IL, United States). Pearson correlation coefficients (r) and linear regression were used to evaluate the correlation among traits by the SPSS 21.0. A *p*-value < 0.05 was considered statistically significant. For statistical analysis of two contrast, we using one-sample *t*-test through SPSS. We considered *p* < 0.05 to be statistically significant. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01.

## Results

### Characteristic of Skin Yellowness in Ma-Huang Chicken

To understand the characteristics of skin pigmentation in chickens, we collected skin yellowness data from 534 Ma-Huang chickens. A total of eight different body skin positions were evaluated with a colorimeter (Figure 1A), and the discrete distribution of the yellowness value of each position is shown in Table 2. The results showed that the skin yellowness values varied among individuals (Figure 1B). Thigh skin exhibited the lowest mean yellowness values among the measured positions, whereas abdominal fat exhibited the highest mean yellowness values. Next, we used hue and saturation values that were collected from photographs and analyzed with MATLAB software to assess the overall skin color of individual chickens. To better classify the skin yellowness of the chickens, the depth of the skin color of Ma-Huang chickens was graded into three levels according to the HSV values as follows: “nearly white,” “pale yellow,” and “yellow” (Figure 1C) (according to the HSV ranking, the individual’s visual perception is divided into three parts. The specific skin color classification data are in the Supplementary Table 1). Within a subsample, there were 120 chickens with “nearly white” skin, 120 chickens with “pale yellow” skin, and 120 chickens with “yellow” skin. The overall hue value of the skin ranged from 0.06 to 0.10, and the overall saturation value of the skin ranged from 0.15 (very light) to 0.58 (yellow). To better understand the association between Hue-Saturation values and skin color, three representative chicken images were mapped to the 3D scatterplot space (Figure 1D). The darkness variation in saturation was easy to perceive, but there was little yellow-red variation in hue (Figure 1D). These data indicate that under intensive farming conditions, the saturation of the skin color of broilers presented a greater difference than the hue.

**FIGURE 1:**
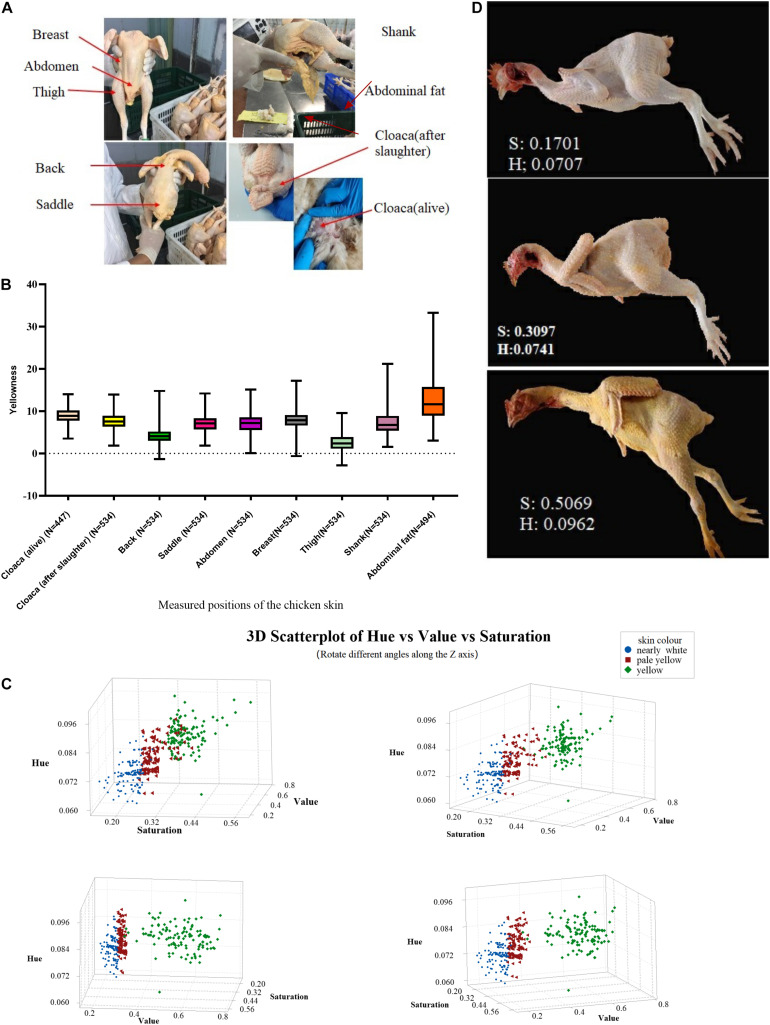
Characteristics of skin yellowness in Ma-Huang chickens. **(A)** schematic diagram of the positions at which skin yellowness was determined. **(B)** the b* value distribution for different body parts. **(C)** 3D Scatterplot of Hue vs saturation vs Value of skin color in Ma-Huang chickens (Rotate different angles along the Z axis). All samples were superimposed on the color space according to the hue, value and saturation values derived from the skin area assessed in digital photographs. According to the HSV ranking, the individual’s visual perception is divided into 3 parts, followed by nearly white (blue dots), pale yellow (red dots), and yellow (green dots). *n* = 360. **(D)** examples of skin photographs corresponding to the hue-saturation color space.

**TABLE 2:** Descriptive statistics of chicken skin color.

	**Cloaca (A)**	**Cloaca (as)**	**Back**	**Saddle**	**Ab**	**Breast**	**Thigh**	**Shank**	**AF**	**Hue**	**Saturation**
N	447	534	534	534	534	534	534	534	494	360	360
Minimum	3.51	1.88	−1.38	1.86	0.10	−0.64	−2.84	1.52	3.04	0.06	0.15
median	8.90	7.54	4.08	7.10	7.15	7.86	2.37	6.75	11.60	0.08	0.29
Maximum	13.98	13.90	14.78	14.19	15.09	17.21	9.56	21.21	33.24	0.10	0.58
mean	8.96	7.62	4.24	7.11	7.03	7.77	2.57	7.27	12.80	0.08	0.30
SEM	0.08	0.09	0.09	0.09	0.09	0.09	0.10	0.12	0.25	0.00	0.00
Range	10.47	12.02	16.16	12.33	14.99	17.85	12.40	19.69	30.20	0.04	0.43
Skewness	−0.06	0.29	1.11	0.42	0.02	−0.19	0.48	1.05	1.01	0.15	0.64
Kurtosis	−0.03	0.24	3.42	0.35	0.30	1.67	0.17	1.90	0.94	−0.25	0.66

*Cloaca (A), Cloaca (alive); Cloaca (as), Cloaca (after slaughter); Ab, Abdomen; AF, abdomen fat.*

### The Correlation Analysis of Skin Yellowness Between Different Parts of Chicken Skin

To better understand the correlation of yellowness values among different positions and the correlation between skin yellowness and hue-saturation values, we conducted correlation analysis for each value. In general, there was a significant positive correlation among the yellowness values at each measured position, except for the V value and abdominal fat values (Figure 2A). Notably, the yellowness value of the cloaca before slaughter was positively correlated with the yellowness value of cloacal skin after slaughter as well as the yellowness values at other skin positions (Figure 2B). These results suggested that the yellowness value of the cloacal skin in a live chicken can serve as a reference for the overall skin yellowness value of the carcass. Then, we analyzed the correlation between skin color values and other economic traits of chickens. The yellowness value of the cloaca before slaughter was positively correlated with many traits, especially growth traits such as live weight and tibia length (Figure 2C). The HSV values were also positively correlated with these economic traits. However, we noted that many traits related to fat were uncorrelated with skin color traits, and the yellowness value of abdominal fat was significantly negatively correlated with abdominal fat weight. In summary, these results indicate that the skin yellowness values at different positions on the chicken are correlated with each other and that the abdominal fat weight is negatively correlated with skin color.

**FIGURE 2:**
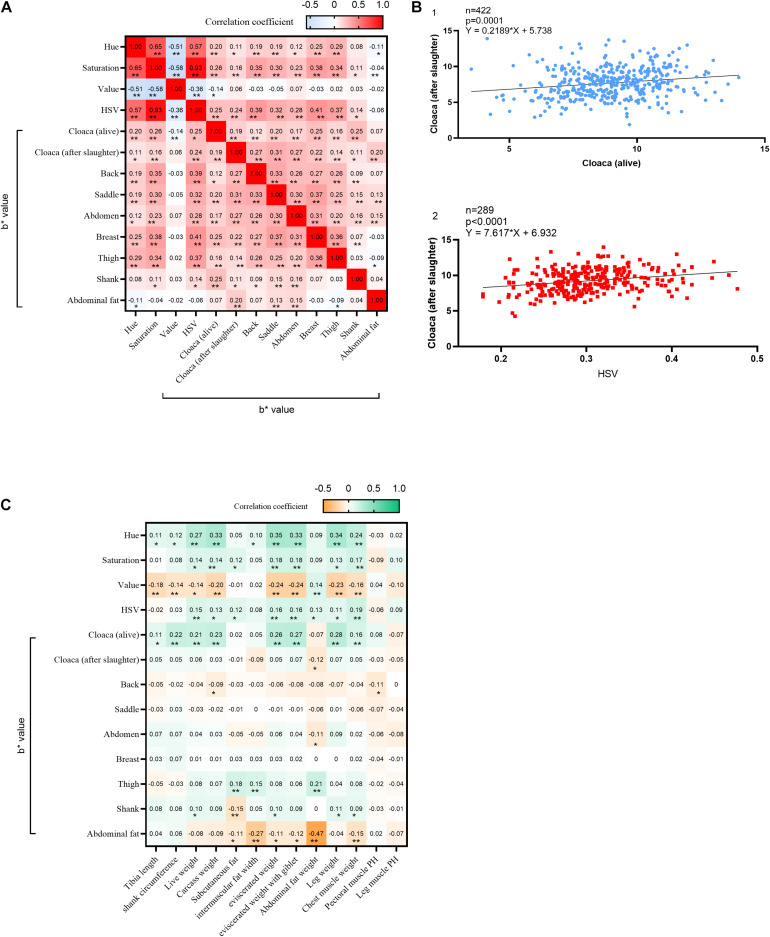
Correlation analysis of skin yellowness between different areas of chicken skin. **(A)** Pearson’s correlation coefficient (PCC) between the b* value of skin and hue and saturation. **p < 0.01, *p < 0.05; **(B)** analysis of the linear relationship between the cloaca before slaughter and the cloaca after slaughter, the yellowness of the cloaca after slaughter and HSV, and the yellowness of abdominal fat and the weight of abdominal fat; **(C)** Pearson’s correlation coefficient (PCC) between economic traits and skin color values, **p < 0.01, *p < 0.05.

### Estimation of Genetic Parameters of Skin Yellowness Value

Considering that skin yellowness has a crucial effect on chicken sales, we evaluated the genetic parameters associated with the skin yellowness value. The heritability of the skin yellowness value was low, ranging from 0.07 to 0.27 (Table 3). Shank skin yellowness presented the lowest heritability, whereas abdominal fat yellowness presented the highest heritability (Table 3). Among all carcass traits, the carcass weight exhibited the highest heritability, and the heritability of the eviscerated weight (EW), eviscerated weight with giblets (EWG), and abdominal fat weight (AFW) ranged from 0.29 to 0.39 (Table 3).

**TABLE 3:** Estimates of heritabilities for the traits.

**Traits**	**Number**	***h*^2^**
Hue	349	0.13728 ± 0.09468
Saturation	349	0.24816 ± 0.11162
Cloaca (A) Yellowness	447	0.15422 ± 0.1027
Cloaca (as) Yellowness	534	0.11238 ± 0.06528
Saddle Yellowness	534	0.20576 ± 0.11324
Breast Yellowness	534	0.15762 ± 0.11784
AF Yellowness	534	0.2769 ± 0.12251
Shank Yellowness	534	0.07842 ± 0.01246
Back Yellowness	534	0.10862 ± 0.08554
Thigh Yellowness	534	0.11375 ± 0.04829
CW(kg)	534	0.51487 ± 0.13756
IFW(mm)	511	0.10165 ± 0.07356
EW(g)	510	0.2948 ± 0.10974
EWG(g)	510	0.38747 ± 0.11795
AFW(g)	510	0.35412 ± 0.10983
LMW(g)	510	0.17249 ± 0.09178
BMW(g)	510	0.1919 ± 0.09108

*Standard errors of estimates are in parentheses. Cloaca (A), Cloaca (alive); Cloaca (as), Cloaca (after slaughter); Ab, Abdomen; AF, abdomen fat; CW, carcass weight; IFW, intermuscular fat width; EW, eviscerated weight; EWG, eviscerated weight with giblet; AFW, abdominal fat weight; LMW, leg muscle weight; BMW, breast muscle weight.*

### Differentiated Expressed DEG Between Low Yellowness Skin and High Yellowness Skin

To explore the genetic mechanism underlying the regulation of pigmentation, six RNA-seq libraries were obtained from the skin of chickens with high yellowness (s_deep) and low yellowness (s_light) (Figure 3A). 

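The 6 libraries were made from cloacal skin of 6 birds, 3 in the s_deep group (s_deep6402, s_deep6403 and s_deep7858) and 3 in the s_light group (s_light6575, s_light6971 and s_light8275), each named by its wing number, with no bird shared between the groups. The authors removed adaptors and low-quality reads, aligned the clean reads to a chicken reference with TopHat and deposited FPKM (fragments mapped to a gene, scaled to exon length and to the mapped reads of the library) for 18315 genes, listed by NCBI Gene ID and rounded to 2 decimals. The FPKM of a library summed to between 472540 and 488777 in s_deep (median 487608) and to between 471488 and 487585 in s_light (median 486059). The paper's supplementary table gives between 23.02 and 23.06 M clean reads per s_deep library and between 22.98 and 23.04 M per s_light library. The number of reads behind each gene is not known from FPKM, and the low values did not settle the relative depth of the libraries. Genes above 0 in any library numbered 17836, and the 15900 genes with a mean of at least 0.1 FPKM over the 6 libraries were tested. The test was limma's moderated test on log2(FPKM + 0.1) with an intensity trend and Benjamini-Hochberg adjustment, s_light against s_deep. Fold changes are on this log2(FPKM + 0.1) scale, which understates the change of genes with low FPKM. Across the tested genes, Pearson's r of log2(FPKM + 1) was between 0.964 and 0.979 (median 0.968) for the 6 pairs of libraries within a group. It was between 0.955 and 0.973 (median 0.969) for the 9 pairs between groups. These are correlations across genes, and genes are not independent replicates. Gene symbols came from the paper's supplementary list and from the RefSeq table of assembly GRCg7b, which matched 83.5% of the IDs.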

There was a significant difference in the average yellowness of the s_deep and s_light groups (12.53 ± 0.69 vs. 6.99 ± 0.66, *p* < 0.001). During filtering, linker contamination, unknown base N content greater than 10%, and low-quality reads are sequentially removed (we define reads with a quality value of fewer than 15 bases that account for more than 50% of the total bases in the reads as low-quality reads). A total of 23.03 and 23.01 M valid reads were obtained from s_light and s_deep, respectively (Supplementary Table 2). 

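No gene of the 15900 tested had a fold change of at least 2 and an adjusted p of at most 0.001 (limma, Benjamini-Hochberg adjustment), and 1026 genes had an unadjusted p under 0.05. At the second threshold of the methods, an absolute log2 fold change of at least 1 and an FDR of at most 0.05, 7 genes passed, all of them higher in s_light. Genes of the W chromosome, which only female birds carry, were read near 0 in s_deep6402 and s_deep6403 and high in the other 4 libraries, and with the mean log2(FPKM + 0.1) of 5 W-linked genes as a covariate 0 genes passed either threshold, with 999 genes at an unadjusted p under 0.05. The alternative that moved the first count most dropped the test: 1183 of the tested genes had group mean FPKM that differed by a factor of at least 2. With each library left out in turn, the number at the second threshold lay between 0 and 69, and 69 was reached without s_deep7858. FPKM were simulated with variances drawn from limma's fit to these libraries and independent noise for each gene. On these, the same test at the second threshold called 145 of 200 genes that had been changed by 2 log2 units. At the first threshold it made 72 calls in all. The simulation held no differences shared by many genes, such as that of the W chromosome, so these rates need not hold for the real libraries. For all 882 genes of the paper's supplementary list, the list's group means were the means of the 3 deposited FPKM per group. Of these genes, 829 reached the mean needed for testing, 434 had an unadjusted p under 0.05 and 7 had an adjusted p of at most 0.05. The FPKM of the groups did not overlap for 422 of the 882 genes (47.8%), where chance gives 10% for 3 libraries against 3 in genes not selected beforehand; these genes had been selected for differing between the same libraries.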

According to a fold change ≥2 and an adjusted *p* ≤ 0.001, 882 unigenes were identified as differentially expressed between s_deep and s_light (Wang et al., 2010; Figure 3B). 

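Of the 3 genes with a gene symbol that passed an FDR of 0.05, fibromodulin (FMOD, Gene ID 395814) was read at 0.35 ± 0.098 FPKM in s_deep and 12.2 ± 4.58 FPKM in s_light (SD, n = 3 each). Its log2 fold change was 4.73 (standard error 0.34, adjusted p = 0.0176, limma). MYL4 (Gene ID 396472), a myosin light chain, had a log2 fold change of 5.28 (standard error 0.46, adjusted p = 0.0345, limma), and HSPB1 (Gene ID 396227), a small heat shock protein, one of 1.24 (standard error 0.13, adjusted p = 0.0476, limma). With the mean log2(FPKM + 0.1) of 5 W-linked genes as a covariate, the adjusted p of each was 0.187 (limma). The log2 fold changes in that fit were 4.46 for FMOD, 5.57 for MYL4 and 1.38 for HSPB1, a separation that rests on s_deep7858. The adjusted p of each of these genes rose above 0.05 when any library other than s_deep7858 was left out, with genes filtered on their mean over the 6 libraries. Among the 20 genes of Table 4, 13 had groups that did not overlap, 14 had an unadjusted p under 0.05 and 2 passed an FDR of 0.05 over all tested genes. Adjusted over these 20 genes alone, 14 passed, but the genes had been chosen on the same libraries. FHL2 (Gene ID 418726) was read at 1.06, 7.93 and 0.25 FPKM in s_deep and at 84.53, 132.45 and 198.76 FPKM in s_light. NRAP (Gene ID 423899) had the lowest adjusted p of the genes of Table 4 that fell, 0.0529 (limma), with a log2 fold change of -3.04 (standard error 0.32). In other genes of the table the libraries of the higher group were far apart. MALL (Gene ID 421222) was read at 5.82 FPKM in s_light8275 and listed at 0 in the other libraries, and KRTAP19-2 (Gene ID 430657) at 4.76 FPKM in s_light6575 and at 0 in the others. POLD2 (Gene ID 100859398) was read at 18.78 FPKM in s_light8275, 3.43 FPKM in s_light6971 and 0.01 FPKM in s_light6575, against at most 0.41 FPKM in s_deep. ISL1 (Gene ID 396383) was read at 4.22 FPKM in s_deep7858, against 0.08 and 0.33 FPKM in the other s_deep libraries.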

The 20 most significantly differentially expressed genes, including 10 upregulated and 10 downregulated, are listed in Table 4. 

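Among the genes tested, 437 had an unadjusted p under 0.05 (limma) and an absolute log2 fold change of at least 1, of which 337 were higher and 100 lower in s_light. With quantile normalization between the libraries, 296 genes were higher and 138 lower. Without a test, group mean FPKM was at least 2 times higher in s_light for 778 genes and lower for 405. A single library held over 80% of the summed FPKM of the higher group for 162 genes of the paper's list (18.4%), among them 104 genes higher in s_light and 58 lower. That library was s_light6575 for 73 of them and s_deep7858 for 34.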

Compared with the s_deep group, 612 genes were upregulated, and 270 genes were downregulated in the s_light group (Figure 3B) (fold change ≥2, adjusted *p* ≤ 0.001). 

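Counting a gene as specific to a group when it was above 0 FPKM in all 3 libraries of that group and listed at 0 in all 3 of the other, 19 genes were specific to s_deep and 26 to s_light. Of these, 7 and 11 were in the paper's supplementary list. When a mean under 0.01 FPKM in one group and of at least 0.1 FPKM in the other was asked for, 37 genes of the list were specific to s_deep and 40 to s_light. With FPKM rounded to 2 decimals, the smallest value above 0 was 0.01 FPKM, and a gene listed at 0 can still have been read below it.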

Through integrative analysis of these DEGs between the s_deep and s_light group, we found that 794 DEGs were commonly expressed in both samples, whereas 42 DEGs and 46 DEGs were specifically expressed in the s_deep chickens and the s_light chickens, respectively (Figure 3C and Supplementary Table 3). These group-specific DEGs may be important for resulting in the different performance of pigmentation between the two group chickens. According to the results of the analysis of differentially expressed genes, hierarchical clustering analysis (HCA) was performed on the combined DEGs using the heatmap function in R software. HCA demonstrated diverse expression profiles between s_deep skin tissues and s_light skin tissues (Figure 3D).

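Hierarchical clustering of the libraries on log2(FPKM + 1) of the 882 genes, with average linkage and 1 minus Pearson's correlation as the distance, first parted s_deep6402 and s_deep6403 from the other 4 libraries, so that s_deep7858 fell in the branch of the s_light libraries. The first split of the tree thus placed 5 of the 6 libraries with their own group. It was also the split shown by the W-linked genes. Their mean on the log2 scale was -2.35 in s_deep6402 and -2.12 in s_deep6403. It was 3.89 in s_deep7858 and between 3.96 and 4.14 in the s_light libraries. The split thus matched the W-linked genes in every library, and the count of 5 does not show grouping by yellowness. Clustering without genes of the W and Z chromosomes was not run. The same split was found on all 15900 tested genes, and on both sets of genes with complete linkage and Euclidean distance. The 882 genes had been selected for differing between these groups in the same libraries.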

**FIGURE 3:**
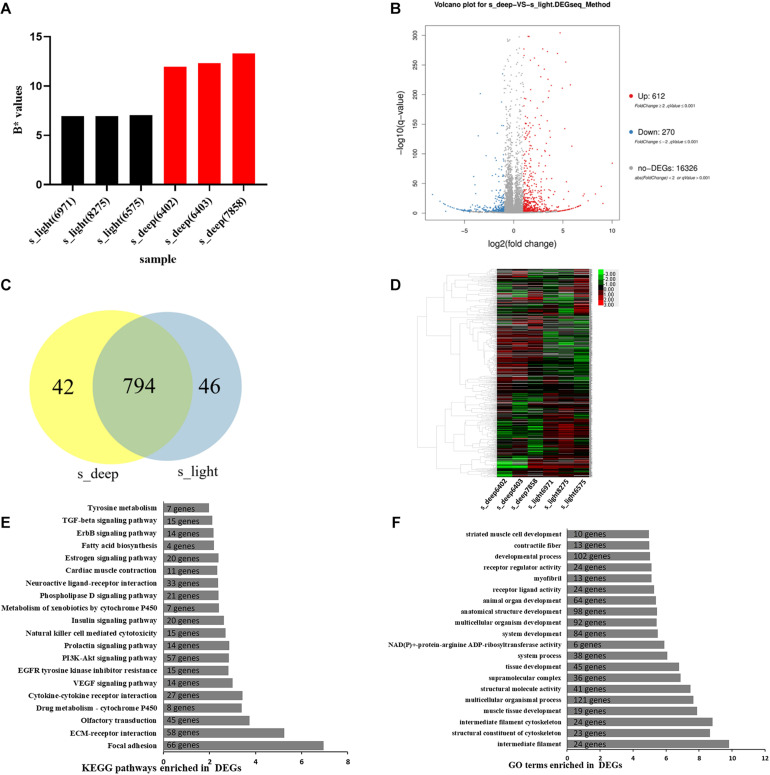
Differentially expressed genes between skin with low yellowness and high yellowness. **(A)** The b* value of RNA-seq samples. **(B)** volcano plot showing the DEGs between s_deep and s_light. The *X*-axis represents the difference multiplied after log2 conversion, and the *Y*-axis represents the significant values after log 10 conversion. Red represents upregulated DEGs, blue represents downregulated DEGs, and gray represents non-DEGs. **(C)** venn diagram representing DEGs overlapping between the two groups. **(D)** A heat map clusters the FPKM values of the differential genes in each comparison group. The horizontal axis represents the log2 (FPKM + 1) of the sample, and the vertical axis represents genes. The redder the color of the color block, the higher the expression, and the bluer the color, the lower the expression. **(E)** KEGG enrichment analysis of the DEGs between s_deep and s_light. The *y* axis represents KEGG pathways and the *x* axis represents | log(*p* value)|. The number of genes enriched in the indicated pathway was marked. **(F)** GO enrichment analysis of DEGs between s_deep and s_light. The *y* axis represents GO terms and the *x* axis represents | log(*p* value)|. The number of genes enriched in the indicated GO terms was marked.

**TABLE 4:** Detailed information of the top 20 most differentially expressed genes.

**Gene ID**	**Other Gene ID**	**s_deep FPKM**	**s_light FPKM**	**log2(s_light/s_deep)**	**Q value**	**P value**	**Up/Down**
421222	*MALL*	0	1.94	7.56	<0.001	<0.001	up
428512	*GALR1*	0.02	2.56	7.16	<0.001	<0.001	up
417428	*CACNG1*	0	1.14	6.76	<0.001	<0.001	up
430657	*KRTAP19-2*	0	1.59	6.43	<0.001	<0.001	up
423298	*ACTC1*	0.24	13.14	5.76	<0.001	<0.001	up
396472	*MYL4*	0.56	25.45	5.65	<0.001	<0.001	up
418726	*FHL2*	3.08	138.58	5.48	<0.001	<0.001	up
408032	*BVES*	0.34	13.20	5.29	<0.001	<0.001	up
100859398	*POLD2*	0.20	7.41	5.19	<0.001	<0.001	up
395814	*FMOD*	0.35	12.19	5.11	<0.001	<0.001	up
428125	*ART7C*	2.17	0.13	−4.06	<0.001	<0.001	down
396383	*ISL1*	1.54	0.13	−3.94	<0.001	<0.001	down
423899	*NRAP*	2.32	0.19	−3.6	<0.001	<0.001	down
693257	*GNLY*	25.37	2.39	−3.39	<0.001	<0.001	down
425968	*KRTAP10-4*	1.53	0.36	−2.09	<0.001	<0.001	down
424018	*PRLH*	2.26	0.53	−2.09	<0.001	<0.001	down
420894	*SERPINB1*	1.09	0.28	−1.96	<0.001	<0.001	down
107051294	*QPRT*	2.41	0.64	−1.89	<0.001	<0.001	down
395108	*GZMA*	2.29	0.65	−1.82	<0.001	<0.001	down
769322	*STARD4*	16.65	4.73	−1.81	<0.001	<0.001	down

To define the biological functions of the 882 DEGs, GO and KEGG enrichment analysis was performed with the phyper function of R software. Top 20 most significant pathways and GO terms were listed (Figures 3E,F). 

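The list of 882 genes that entered the enrichment analyses was followed gene by gene in the deposited FPKM. In 366 of the genes the mean was under 1 FPKM in both groups. The group means kept a difference of at least 2 times in the direction of the list for 433 genes (49.1%) whichever library was left out, and for between 706 genes (without s_light6575) and 791 genes (without s_light8275) when a single library was left out. The members of the pathways were not analysed here.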

The KEGG pathway enrichment analysis showed that the DEGs were significantly involved in Focal adhesion, ECM-receptor interaction, olfactory transduction, drug metabolism-cytochrome P450, and cytokine-cytokine receptor interaction (Figure 3E). 

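Cytochrome P450 genes, taken as the genes whose symbol starts with CYP and a digit, numbered 46 in the files, and 34 of them had a mean high enough for testing. None of the 34 had an adjusted p of at most 0.05 (the lowest was 0.385, limma), and 3 had an unadjusted p under 0.05. In 6 of them (17.6%) the groups did not overlap, where chance gives 10%. The supplementary list holds 3 of these genes. CYP11A1 (Gene ID 414838) was read at 0.077 ± 0.021 FPKM in s_deep and 0.407 ± 0.081 FPKM in s_light (SD, n = 3 each), a log2 fold change of 1.51 (standard error 0.36). CYP1C1 (Gene ID 428832) had a log2 fold change of 1.25 (standard error 0.51) and reached at most 0.54 FPKM in any library. CYP2J2L6 (Gene ID 424944) was under the minimum for testing, with 0.22 FPKM in s_light6575 as its highest value. CYP2J19 (Gene ID 424729) was read at no more than 0.05 FPKM. CYP51A1 (Gene ID 420548), outside the list, was read at between 47.01 and 50.74 FPKM in s_deep and between 61.83 and 95.45 FPKM in s_light.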

Notably, there are two enriched pathways related to cytochrome P450 in this result (Figure 3E). Previous studies have shown that the gene encoding the cytochrome P450 enzyme was found to associate with carotenoid-based avian coloration phenotypes (Lopes et al., 2016; Mundy et al., 2016). Therefore, these cytochrome P450 related pathways may play an important role in the regulation of the chicken yellow skin trait. 

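A set of 16 smooth muscle genes, fixed before the data were examined, had a mean log2(FPKM + 0.1) of 7.12 ± 0.45 in s_deep and 8.58 ± 0.52 in s_light (SD, n = 3 each). The difference of 1.47 was above the SD within the groups, and every s_light library lay above every s_deep library (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Of the 16 genes, 12 were higher in every s_light library than in any s_deep library. The paper's list, selected for differing between these groups in the same libraries, holds 10 of the 16. The score and this count are therefore not independent of that selection. For 12 skeletal muscle genes the score was -0.68 ± 0.25 in s_deep and -0.56 ± 0.01 in s_light, a difference of 0.12 that was within the spread of s_deep (exact two-sided permutation test, p = 0.4). Of these 12 genes, 3 were higher and 1 was lower in every s_light library than in any s_deep library: ACTA1 had a log2 fold change of 3.07 (standard error 0.57, adjusted p = 0.226, limma) and NRAP one of -3.04 (standard error 0.32, adjusted p = 0.0529, limma). Without NRAP, the score of the other 11 genes was -0.96, -0.56 and -1.07 in s_deep6402, s_deep6403 and s_deep7858. It was -0.48, -0.45 and -0.44 in s_light6575, s_light6971 and s_light8275, so these groups did not overlap. Among these 11 genes, ACTA1 was read at between 72.56 and 231.92 FPKM in s_deep and between 590.22 and 2134.51 FPKM in s_light. The others were read at no more than 2.44 FPKM in any library. The score without NRAP therefore leans on ACTA1 and does not show a difference in skeletal muscle genes as a set. The genes of the list with a symbol that starts with KRT, a choice made after their values were seen, numbered 4. In none of them were the groups free of overlap. They include KRTAP19-2 and KRTAP10-4, which are keratin-associated protein genes and not keratins. Keratin genes without such a symbol were not looked for. KRT75L2 was read at 285.22 FPKM in s_light6575 and 45.98 FPKM in s_deep7858, against 7.73 and 0.9 FPKM in the other s_light libraries.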

GO analysis showed that intermediate filament, structural constituent of cytoskeleton, intermediate filament cytoskeleton, muscle tissue development, and multicellular organismal process were enriched in the functions of DEGs (Figure 3F). Furthermore, *tyrosinase* (*TYR*), *pre-melanosomal protein* (*PMEL*), and *G protein-coupled receptor 143* (*GPR143*), which are involved in the regulation of pigmentation, were significantly differentially expressed between the two groups (Supplementary Table 3).

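TYR (tyrosinase, Gene ID 373971) was read at 0.147 ± 0.047 FPKM in s_deep and 0.603 ± 0.761 FPKM in s_light (SD, n = 3 each). Its log2 fold change was 0.96 (standard error 0.75, adjusted p = 0.955, limma), and s_light6575 held 81.8% of the FPKM summed over the s_light libraries. PMEL (Gene ID 396007) had a log2 fold change of 0.94 (standard error 0.72, adjusted p = 0.952, limma), with 85.2% of the s_light FPKM in s_light6575. For GPR143 (Gene ID 418652) the log2 fold change was 1.33 (standard error 0.64, adjusted p = 0.814, limma), and the share of s_light6575 was 71.2%. The groups overlapped for all 3 genes (exact two-sided permutation tests of the FPKM, p = 0.5, 0.4 and 0.2). With each library left out in turn, the log2 fold change lay between 0.09 and 1.54 for TYR, between 0.15 and 1.51 for PMEL and between 0.64 and 1.86 for GPR143, and in each case it was lowest without s_light6575. From the supplementary list, the paper states that these pigmentation genes were differentially expressed between the groups.

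**Figure D1:**
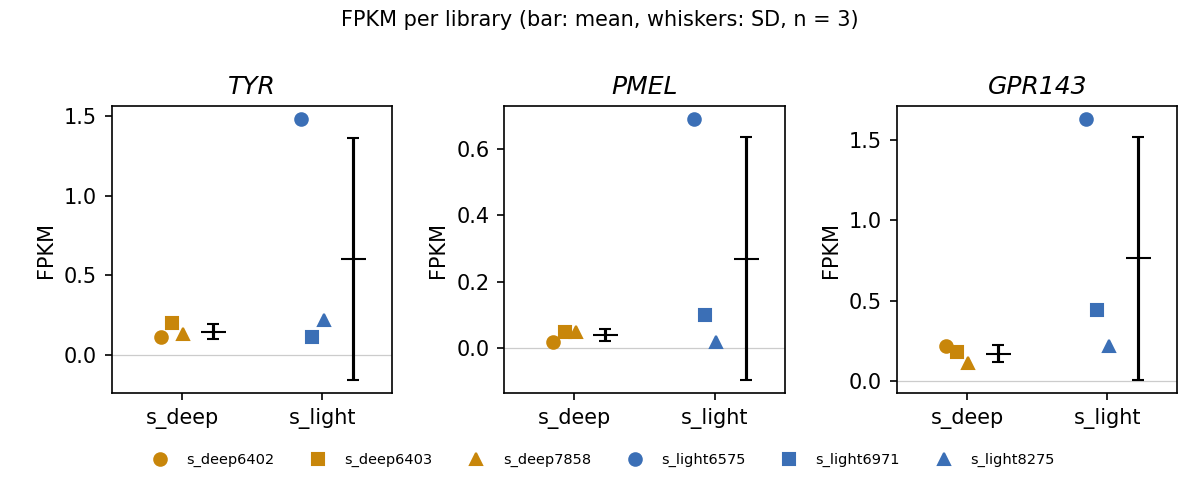
FPKM of TYR, PMEL and GPR143 in each library of s_deep and s_light. Points are single libraries, the horizontal bar is the mean and the whiskers are the SD of 3 libraries; s_light6575 is read at 1.48, 0.69 and 1.63 FPKM, above all other libraries.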

### Gene Interaction Networks Involved in the Regulation of Skin Yellowness

Studies have shown that immunity and lipid metabolism are related to skin pigmentation. To validate our RNA-seq results and find some candidate genes involved in skin color regulation, we selected 11 DEGs implicated in immunity, lipid metabolism, and pigmentation for qPCR confirmation. We observed consistency between the qPCR results and RNA-seq results (Figures 4A,B). 

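In the RNA-seq data, 9 of the 11 genes had a higher mean log2(FPKM + 0.1) in s_light, and TLR2B and IYD had a lower one. The groups did not overlap for 5 of the 11 genes, which were TLR2B, SMOC1, CYP11A1, FHL2 and TECRL. TECRL (Gene ID 422618) was read at 0.14, 0.23 and 0.06 FPKM in s_deep and at 3.83, 2.31 and 6.94 FPKM in s_light, a log2 fold change of 4.12 (standard error 0.48, adjusted p = 0.0645, limma), the lowest adjusted p of the 11. For FHL2 the log2 fold change was 6.46 (standard error 1.03, adjusted p = 0.157, limma). SMOC1 (Gene ID 768688) had a log2 fold change of 1.54 (standard error 0.41) and ACACB (Gene ID 430557) one of 1.70 (standard error 0.53). That of ALDH1A3 (Gene ID 395389) was 0.80 (standard error 0.62), with 1.73 FPKM in s_light8275, inside the range of s_deep. TLR2B (Gene ID 769014) fell by 1.42 (standard error 0.54). IYD (Gene ID 421631) was read at 0.12, 2.88 and 1.27 FPKM in s_deep and at 0.46, 0.83 and 0.75 FPKM in s_light, and its log2 fold change of -0.34 (standard error 0.89) turned to 0.47 without s_deep6403. None of the 11 genes passed an FDR of 0.05 over all tested genes, 6 had an unadjusted p under 0.05, and 5 passed when the adjustment covered these 11 genes alone, which had been chosen from the paper's calls on the same libraries. The qPCR values were not analysed here.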

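The 17 further genes drawn in Figure 4C besides the 11 genes measured by qPCR were all listed in the files, and 14 had a mean high enough for testing. Of the 14, 10 were higher and 4 lower in s_light, with log2 fold changes between -0.65 and 1.80 and a median of 0.21. The groups did not overlap for 4 of them (28.6%), where 10% is given by chance. The lowest adjusted p was 0.0818 (limma).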

Next, by using GeneMANIA, we generated a protein interaction network to show how these eleven DEGs communicated or interacted with each other (Figure 4C). This network contributes to our understanding of the regulatory mechanism linking pigment deposition and immunity in chickens. Additionally, we also used GeneMANIA software to predict the potential target genes of *TYR*, *PMEL*, *GPR143*, and *BCO2*, which were involved in pigmentation. Then we generated an interaction network consisting of these four genes and their potential targets (Figure 4D). This network may play roles on chicken skin carotenoid deposition. Within this network, *TYR*, *PMEL*, and *GPR143* were differentially expressed between s_light and s_deep according to the RNA-sequencing results (Supplementary Table 3). 

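Of the genes drawn around TYR, PMEL, GPR143 and BCO2 in Figure 4D, 19 were found in the files and 14 were tested. For these, log2 fold changes between s_light and s_deep lay between -0.80 and 1.80 with a median of -0.05, 5 being higher and 9 lower in s_light. The groups did not overlap for 3 genes (21.4%), and no gene reached an adjusted p of 0.05 (limma).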

*PMEL* and *GPR143* are mainly involved in the regulation of melanin deposition, and their roles in carotenoid deposition have rarely been reported. Therefore, based on our interaction network, it will be an important research content to study how *PMEL* and *GPR143* interact with *TYR* and *BCO2*, and ultimately affect the carotenoid deposition in chicken skin. The differential expression of these genes may lead to an imbalance in the network and ultimately affect yellow pigment deposition.

**FIGURE 4:**
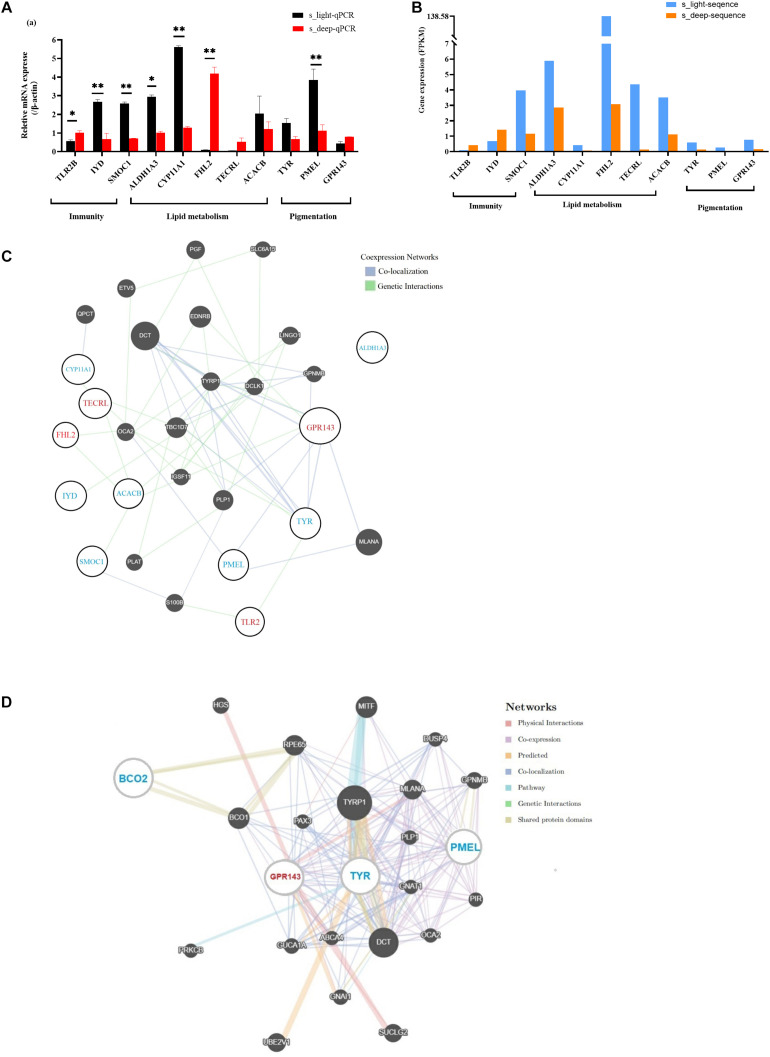
DEGs and pathways involved in the regulation of chicken skin yellowness or carotenoid pigmentation. **(A)** quantification of the mRNA levels from the RNA extracted from the s_light and s_deep samples. **(B)** gene expression patterns obtained using RNA-Seq. **(C)** interaction network of the DEGs involved in the regulation of immunity, carotenoid metabolism, and melanin metabolism. **(D)** interaction network of DEGs involved in pigmentation. Compared with the s_light group, the expression of genes marked in red increased in the s_deep group, while blue decreased. Genes that did not belong to the DEG list are potential target genes indicated in white font. * 0.01 < *p* < 0.05, **p < 0.01.

## The Expression and the Three Typical SNPs of BCO2 Cannot Use to Estimate the Chicken Skin Yellowness in This Chicken Population

*BCO2* plays an important role in determining the yellow skin of chickens. Mutations in the region of the *BCO2* gene can result in a phenotypic change. Eriksson et al. (2008) reported that three single-nucleotide polymorphisms (SNPs: A, B, and C) around the *BCO2 g*ene were associated with the yellow skin phenotype and that low *BCO2* expression allows the deposition of yellow carotenoids in the skin. However, our RNA-seq and qPCR results showed that the *BCO2* yellow skin gene was not significantly differentially expressed between the s_deep samples and the s_light samples (Figures 5A,B). 

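BCO2 (Gene ID 419792) was read at 0.22, 0.33 and 0.34 FPKM in s_deep6402, s_deep6403 and s_deep7858 and at 0.27, 0.17 and 0.07 FPKM in s_light6575, s_light6971 and s_light8275. The means were 0.297 ± 0.067 FPKM in s_deep and 0.17 ± 0.1 FPKM in s_light (SD, n = 3 each), and the ranges of the groups overlapped (exact two-sided permutation test, p = 0.2; 3 libraries against 3 cannot go below 0.1). The log2 fold change was -0.61 (standard error 0.43, adjusted p = 0.938, limma) and stayed between -0.87 and -0.31 with each library left out in turn. From the lack of a significant difference in RNA-seq and qPCR, together with its genotyping of the BCO2 region, the paper proposes that BCO2 may be unsuitable for estimating skin yellowness.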

To further test whether the three *BCO2* SNPs are correlated with the skin yellowness value in this experimental group, we selected 40 two-tailed samples of skin yellowness values for verification (20 chickens with highest yellowness values and 20 chickens with lowest yellowness values). The genotyping results showed that SNP-A and SNP-B were the same in all 40 chickens, and only SNP-C showed polymorphism in these 40 chickens (Supplementary Table 4). Next, we compared the skin yellowness value between the chickens with GA genotype and the chickens with AA genotype. The result showed that there is no significant difference in skin yellowness value between chickens with different type of SNP-C (Figure 5C). Correlation analysis results also showed that the SNP-C was not correlated with skin yellowness value in any area (Supplementary Table 5). Therefore, these results suggest that the expression and the three typical yellow skin SNPs of *BCO2* may not be used to estimate chicken skin yellowness.

**FIGURE 5:**
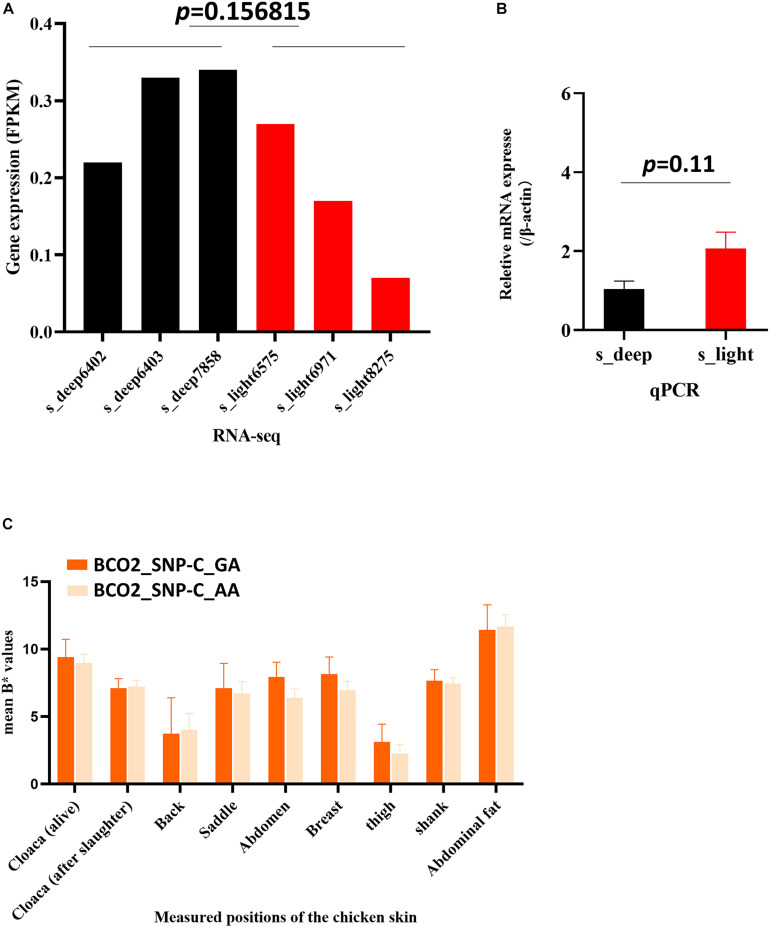
The expression and variation of *BCO2* cannot be used to estimate chicken skin yellowness in this chicken population. **(A)** RNA-seq sequencing results showed that the expression of *BCO2* is no significant difference between s_deep and s_light samples. *p* value = 0.156815, one-sample *t* test was used to assess the difference between the s_deep and s_light samples. **(B)** qPCR results of the *BCO2* gene (*p* = 0.11) *n* = 3. One-sample *t* test was used to assess the difference between the s_deep and s_light samples. **(C)** Skin yellowness value (B* value) in chickens with GA genotype and AA genotype. The skin yellowness has no significant difference between chickens with GA genotype and AA genotype.

## Discussion

Skin color makes phenotypic selection difficult in chickens because the skin of chickens is covered with feathers. Several positions covered with few feathers can be used to measure the skin color directly, such as the skin around the cloaca and the skin of the underwing. However, there is a vein under the skin of the underwing, which can significantly affect the color value detection. Therefore, the skin around the cloaca may be the only position at which skin color can be directly measured in a live chicken. Importantly, there are no blood vessels under the skin around the cloaca, and our correlation analysis results showed that the skin yellowness value at this position was correlated with overall chicken skin color after slaughter. These results suggest that the cloacal skin yellowness of a live chicken may be a useful value for assessing the overall skin yellowness of a slaughtered chicken, and may imply for application in deep yellow skin chicken selection.

At present, research on the skin color of poultry mainly depends on the use of a colorimeter and color plate to assess skin color after slaughter. For example, Sirri et al. (2010) used a CR-300 chromameter to determine the skin color of the breast, thighs, and shanks. Mueller et al. (2020) used a CR-300 chromameter to detect the skin color of the left breast to evaluate the skin color differences among different broiler breeds. The skin color detection position employed in the experiment of Rajput et al. was the same as employed by Sirri et al. (Rajput et al., 2013). However, a colorimeter can only determine the color within a small piece of skin, and the color plate measurement is influenced by subjective factors. To overcome these defects, we developed a method combining high-resolution photos and MATLAB software valuation to quantify the global skin color of chickens. A similar method has been employed in human skin color research (Jacobs et al., 2013). On the basis of this method, we can use a single number to represent the skin color of a chicken. In addition, we found that many skin yellowness values determined by the colorimeter were positively correlated with the global skin color value analyzed by MATLAB, suggesting that the skin yellowness value of a single position is representative to some extent. Additionally, our results showed that the skin yellowness values detected at different positions were positively correlated with each other. Díaz-Gómez et al. (2017) also found that there was a correlation between breast skin yellowness and thigh skin yellowness in chickens. Therefore, Pigments may evenly deposit in different areas of the chicken body skin.

Broilers are prone to excessive fat deposition, but most of this fat is not physiologically necessary. Yellow fat is occasionally observed in cattle, sheep, pigs, and rabbits, but it occurs widely in poultry (Strychalski et al., 2016). Broilers deposit a portion of the adsorbed dietary pigments into the fat. Female broilers exhibit higher subcutaneous fat levels than males (Fletcher, 1992). Our experiment showed that the yellowness value of abdominal fat presents a very significant negative correlation with abdominal fat weight (Figure 2), which means that more abdominal fat deposition will lead to lighter skin color. The potential underlying mechanism may be the dilution of the pigment deposited in the fat by lipids, resulting in a decrease in the yellowness value.

The *BCO2* gene encodes beta-carotene dioxygenase 2, which cleaves carotenoids (colorful substance) to apocarotenoids (colorless substance) via an asymmetrical cleavage reaction (Kiefer et al., 2001), is detected in many tissues and can affect color trait (Lindqvist et al., 2005). Kong et al. (2017) reported that the frequency of the reported SNPs (SNP A, SNP B, SNP C) of BCO2 was significantly different between yellow- and white-skinned. Using CRISPR/Cas9 to knock out the *EcBCO2* gene can lead to a color change in the hepatopancreas of prawns (Sun et al., 2020). However, there are also studies showing that *BCO2* is not related to yellow skin traits. For example, Yang et al. (2012) found that one SNP of *BCO2* (chr24: 6273428) was the same among three yellow skin chicken breeds. Xu et al. (2015) reported that the three classic SNPs of *BCO2* and the yellow skin traits of Gushi chickens were not statistically correlated. In our experiment, both mRNA expression and association analysis showed that *BCO2* and skin yellowness values were not correlated. Kiefer et al. (2001) proposed that when the expression of *BCO2* is low in skin tissue, carotenoids remain intact and will be incorporated into keratinocytes. We speculate that *BCO2* may determine whether the skin is yellow or white but cannot determine the yellowness value of skin. The skin yellowness of chickens may be a quantitative trait regulated by multiple genes.

Here, we found that the yellowness value of cloaca skin in live chicken is significantly correlated with skin yellowness of chicken after slaughter. However, this result still need further verified. We are planning to use the yellowness value of cloaca skin in live chicken to select chickens and divide them into high and low yellowness groups. The chickens will then be slaughtered and detected for the yellowness value of their skin. If the high yellowness group has significantly higher yellowness value than those in low yellowness group after slaughtered, this method would be implied for application in yellow skin chicken selection. The lighter the skin color, the cheaper the chicken is sold in South China. Chicken breeding companies can weed out chickens with low yellowness value, therefore, resulting in more uniform skin color in the flock.

In addition, considering the low heritability of skin yellowness that our results showed, it would take much time and require much more records to improve this trait in chicken breeding. Phenotypes such as skin yellowness value, carotenoid levels in the blood, health condition, and composition of pigment additives in feed can be recorded and use to guide the breeding selection. Besides, molecular markers can also be used in chicken yellow skin breeding. Even though the three SNPs of *BCO2* were not correlated with chicken skin yellowness in this study, other SNPs may be useful. DEGs found in our results, especially those genes included in the network, can be potential candidates to scan SNP and do the association analysis with chicken skin yellowness.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/genbank/, GSE144982.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care Committee of South China Agricultural University (approval number: SCAU#0106; 25 November 2018).

## Author Contributions

JW and WL conceived, designed, and wrote the manuscript. JW, ZL, and GC performed the experiments. GC, QL, and ZL participated in the critical revising. QL, QN, XZ, and WL participated in revising and coordination. All authors reviewed and approved the final version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

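RNA-seq of cloacal skin was analysed from 6 Ma-Huang chickens, 3 of the s_deep group and 3 of the s_light group, 1 library per bird. The authors filtered the reads, aligned them to the chicken reference named in the methods and deposited FPKM per gene and library, rounded to 2 decimals; the FPKM already include the scaling for gene length and library size, and the paper's text does not name the program that computed them. No read counts were used, so the counting error of a gene is not known. The FPKM of a library summed to between 471488 and 488777, and the paper gives between 22.98 and 23.06 M clean reads per library. To recover relative depth, the ratios of low FPKM between libraries were examined, but no sharp steps appeared.

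Samples were grouped by the labels, with which the wing numbers drawn in the paper's figures accord. The paper's supplementary table of reads writes 7875 for the third s_deep library, which was taken as s_deep7858. The supplementary colour classes place wing 6403 among the nearly white birds, and a wrong wing number was not ruled out. The wing numbers are not shared between the groups, and the labels give no batch, sex or pairing, so no covariate was used. Genes with a mean of at least 0.1 FPKM over the 6 libraries (15900 of 18315) were tested with limma version 3.58.1 in R version 4.3.3 (lmFit, eBayes with an intensity trend) on log2(FPKM + 0.1), s_light minus s_deep, with Benjamini-Hochberg adjustment. The thresholds were the paper's: a fold change of at least 2 with an adjusted p of at most 0.001, and an absolute log2 fold change of at least 1 with an FDR of at most 0.05. The test was tried on simulated FPKM of 15900 genes, of which 200 were changed, with independent noise for each gene. At the second threshold it called 145 of them at a change of 2 log2 units, with 8 unchanged genes called, 193 at a change of 4, and no gene where none was changed. Scores of gene sets were the mean log2(FPKM + 0.1) of the set per library, compared with exact two-sided permutation tests (20 permutations, smallest p 0.1). Other computations used Python version 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

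Genes with a symbol that starts with KRT and genes with a high mean listed at 0 were named after their values were seen. The other genes named were fixed before the data were examined, as the genes the paper names from its RNA-seq data, the members of the gene sets, genes whose symbol starts with CYP and a digit, and the 5 genes with the largest increase and the 5 with the largest decrease among those past an FDR of 0.05 that have a symbol and groups without overlap. Only 3 genes met that last rule, all of them increased. Symbols came from the paper's supplementary list, then from the RefSeq table of assembly GRCg7b; that assembly is not the one the authors used, so no coordinates were taken from it, and it served to tell which genes lie on the W and Z chromosomes. It matched 83.5% of all IDs, 86.8% of tested IDs and 71.2% of the 882 listed IDs. Because under 80% of the list was matched, no test of the list for W and Z genes was made. Of the 36 genes matched to the W chromosome, 23 were in the list, against 882 of all 18315 genes. All 23 were higher in s_light, and IDs without a match cannot lower that count.

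The alternatives were pseudocounts of 1 and 0.01, no filter, a minimum mean of 1 FPKM, median-of-ratios scaling, quantile normalization, no intensity trend, the score of W-linked genes as a covariate, W and Z genes left out, a fold change without a test, other linkage and distance for the clustering, another rule for group-specific genes, and each library left out in turn. When a library was left out, genes were still filtered on their mean over the 6 libraries. Filtering on the 5 libraries left, the log2 ratio of group mean FPKM, a wider rule for group-specific genes, leaving libraries out of that count, and leaving out W and Z genes together with s_deep7858 were added after the data were seen. Pathway and GO membership, qPCR values and genotypes were not analysed here.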

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

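The tests of scaling, shared reads and mixed RNA for W genes, and those on handling and on lymphocytes, were chosen only after the result was seen. The sets themselves were fixed before the data were examined, but many members are in the paper's list, which was selected on the same libraries. These were 10 of 16 smooth muscle, 8 of 14 adipose, 9 of 13 immediate-early, 5 of 5 W-linked and 4 of 7 cytotoxic lymphocyte genes. Each set below holds genes that the paper does not discuss, and its score differed by more than 1 log2 unit between the libraries; there were no control samples.

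The score of the 5 W-linked genes ranged over 6.49 log2 units. It was -2.35 in s_deep6402 and -2.12 in s_deep6403, against 3.89 in s_deep7858 and 3.96, 4.14 and 3.98 in s_light6575, s_light6971 and s_light8275. HINTW was read at 0.06 and 0.17 FPKM in s_deep6402 and s_deep6403 and at 122.25 FPKM in s_deep7858. The 533 Z genes with a mean of at least 1 FPKM had a median, relative to each gene's mean, of 0.35 and 0.37 log2 units in s_deep6402 and s_deep6403 and of -0.16, -0.24, -0.10 and -0.20 in s_deep7858 and s_light6575, s_light6971 and s_light8275; the widest gap between neighbouring libraries was 0.45, while medians of genes on other chromosomes lay between -0.02 and 0.03. This opposite pattern is consistent with 2 male birds in s_deep and only females in s_light. A difference in scaling would not do this, since the largest median-of-ratios factor was 1.042 times the smallest. Reads shared with Z copies would leave HINTW well above 0 in every library, and its lowest value was 0.06 FPKM. RNA of birds of different sex in s_deep7858 would lower its score, which was -0.07 log2 units from the lowest s_light score. The labels give no sex of the birds. A swapped label would change which birds the 2 libraries came from, not their lack of W transcripts, and was not tested. Only s_deep7858 allows an effect of yellowness to be told from an effect of sex, so that any such separation rests on 1 library.

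The score of the 16 smooth muscle genes ranged over 2.43 log2 units, from 6.74 in s_deep6402 to 9.17 in s_light8275. Unequal amounts of muscle in the skin pieces are a candidate explanation: 12 of the 16 genes were higher in every s_light library than in any s_deep library, where chance gives 10% for both directions together. Of the 6 members outside the paper's list, which had not met the thresholds of that list, 2 were. Of the 16 genes, 15 were higher and 1 lower in s_light. The lower gene was ACTA2, with a log2 fold change of -0.32. Those of LMOD1, CALD1 and TPM2 were 0.09, 0.21 and 0.27, against 3.65 for DES and 3.76 for CNN1. A difference in tissue composition and a change in expression cannot be told apart here. The difference of 1.47 was 1.48 under median-of-ratios scaling and 1.45 under quantile normalization.

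The 13 adipose genes not discussed by the paper ranged over 1.20 log2 units. With ACACB included, the score of all 14 was 4.47 ± 0.31 in s_deep and 5.38 ± 0.03 in s_light (SD, n = 3 each; exact two-sided permutation test, p = 0.1), and the difference of 0.91 was 0.84 with pseudocount 1. Of the 14 genes, 7 were higher in every s_light library than in any s_deep library, where chance gives 10% for both directions together. Unequal amounts of adipose tissue left on the skin pieces are a candidate explanation, and of the 6 adipose genes outside the paper's list, 1 was among these 7. Genes outside the list had not met its thresholds on the same libraries, so this cannot decide the question. Of the 13 adipose genes tested, 12 were higher in s_light and 1 was lower. The lower gene was ADIPOQ, with a log2 fold change of -0.35 (standard error 0.24).

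The score of the 13 immediate-early genes, which respond within minutes to stress, ranged over 3.21 log2 units. It was 6.12 in s_light6575, 4.76 in s_light6971 and 4.11 in s_light8275, and 2.92, 4.21 and 4.21 in s_deep6402, s_deep6403 and s_deep7858. The widest range within a group was 2.01, more than the difference of 1.22 between the groups (exact two-sided permutation test, p = 0.3). Differences in handling before freezing could give this, but the paper and the labels give no times for the single birds, so it cannot be told apart from biology. All 13 genes were higher in s_light, and in 2 of them, ATF3 and FOS, the groups did not overlap. ATF3 was read at between 2.28 and 6.05 FPKM in s_deep and between 38.43 and 73.43 FPKM in s_light. Its log2 fold change was 3.66 (standard error 0.39, adjusted p = 0.0529, limma).

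The 5 cytotoxic lymphocyte genes not discussed by the paper ranged over 1.37 log2 units. Their score was 1.64, 0.93 and 1.12 in s_deep6402, s_deep6403 and s_deep7858 and 1.04, 0.63 and 0.27 in s_light6575, s_light6971 and s_light8275, so the groups overlapped. With GNLY and GZMA of Table 4 included, which the paper chose on these libraries, the score was 1.68 ± 0.37 in s_deep and 0.41 ± 0.53 in s_light (SD, n = 3 each; exact two-sided permutation test, p = 0.1). Fewer lymphocytes in the s_light skin pieces are a candidate explanation, which was not told apart from the sex of the birds. GZMA and GZMK lie on the Z chromosome. GNLY was read at 36.39 and 33.41 FPKM in s_deep6402 and s_deep6403 and at 6.32 FPKM in s_deep7858. GZMA, at 2.16, 2.6 and 2.12 FPKM in these libraries, did not show that split. Of the 3 genes of the set outside the paper's list, 0 were lower in every s_light library than in any s_deep library, but genes outside the list had not met its thresholds on the same libraries, so this cannot decide the question. CD8A and CD3E had log2 fold changes of 0.03 and -0.33. At an unadjusted p under 0.05 (limma), 3 genes of the set passed.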

How the results depend on the processing

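The number of genes at a fold change of at least 2 and an adjusted p of at most 0.001 was 0 in all fits that kept the 6 libraries, with between 812 and 1178 genes at an unadjusted p under 0.05. It was 1183 for a fold change of group mean FPKM of at least 2 with no test. Across the fits that each left out a library it lay between 0 and 15, and 15 came from the fit without s_deep7858. With genes filtered on the 5 libraries left, an alternative added after the data were seen, it lay between 0 and 20. Leaving out W and Z genes as well as s_deep7858, also added later, gave 3. All 10 splits of the 6 libraries into 3 and 3 gave as many genes, that is 0 or more.

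The number at an absolute log2 fold change of at least 1 and an FDR of at most 0.05 was 7 and became 11 with pseudocount 1, 12 with median-of-ratios scaling and 0 with the W-linked score as a covariate, where 999 genes had an unadjusted p under 0.05. It was between 5 and 9 with pseudocount 0.01, no filter, a minimum mean of 1 FPKM, quantile normalization, no intensity trend, or W and Z genes left out. None of the 6 genes called without a filter was among the 7. Across the fits that each left out a library it lay between 0 and 69, and with the filter on the 5 libraries left between 0 and 75. Without s_deep6403 it was 0 with the filter on 6 libraries and 7 with the filter on 5, 5 of them among the original 7; the cause was not tested. Of the 10 splits, 1, the real one, gave as many as 7 genes. As many as 1026 genes at an unadjusted p under 0.05 came from 4 of the 10 splits, and a share under 0.1 cannot be reached with 10.

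With s_deep7858 left out, 24 of the 69 genes lay on the W and 5 on the Z chromosome; with W and Z genes also left out 33 genes passed, against 0 or 1 for the other fits that left out a library with the filter on 6 libraries and between 0 and 7 with the filter on 5. Among 437 genes with an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, 77.1% were higher in s_light as deposited. With quantile normalization 434 genes met these limits, and 68.2% of them were higher. In the fits that kept the 6 libraries the share lay between 67.8%, with the W-linked covariate, and 83.7%, with pseudocount 1.

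Group-specific genes numbered 45, 171 under the rule on group means, and between 92 and 127 with each library left out. They numbered 804 when a gene above 0 in any library of its group and at 0 in every library of the other counted (added later). The skeletal muscle score difference of 0.12 was 0.39 with pseudocount 0.01. The smooth muscle, adipose, immediate-early, melanocyte and W-linked score differences kept their sign with both other pseudocounts, both scalings and each library left out, the alternatives that were run on them. The log2 fold change of BCO2 lay between -0.92 and -0.15 over its alternatives. The clustering gave the same split under both settings; libraries were not left out of it.

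Among 36 named genes, IYD, at -0.34, lay between -1.41 and 0.47 with each library left out, and turned to 0.47 without s_deep6403. With the W-linked covariate SPINW turned to -0.10, ATP5A1W to -0.22 and UBE2R2L to -0.06, which the covariate fixes in advance, as it is made of these genes. FMOD, MYL4 and HSPB1 lost an FDR of 0.05 with no filter, with the covariate, and, with genes filtered on the 6 libraries, without any single library other than s_deep7858. MYL4 and HSPB1 also lost it with no intensity trend, and HSPB1 with quantile normalization. NRAP gained it with pseudocount 1, median-of-ratios scaling, quantile normalization, no intensity trend and without s_deep7858. The 5 W-linked genes also gained it without s_deep7858, with adjusted p between 9.31e-05 for HINTW and 0.00289 for SUB1L2 (limma). Genes with a low mean had no value under the minimum of 1 FPKM. Tests on counts (other size factors, another count filter, pooled counts) were not run, since FPKM are not counts. No paired analysis was possible because the groups share no wing numbers. The reads behind a gene are unknown, which limits every statement on genes under 1 FPKM.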

Differences from the paper's values

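The paper reports 882 differentially expressed genes, the paper's 612 higher and 270 lower in s_light; at the same threshold limma gave 0, 0 and 0, with 1026 genes at an unadjusted p under 0.05. The paper's methods name edgeR and its volcano plot names DEGseq, so the counts come from different tests. Of the alternatives set before the data were examined, only a fold change of group mean FPKM of at least 2 with no test came within 1.5 times, with 1183, 778 and 405 genes; all the other alternatives differed. For group-specific genes of the list the paper gives 42 in s_deep and 46 in s_light, against 7 and 11 here. The rule on group means, set before the data were examined, gave 37 and 40. Counting genes above 0 in any library of their group and at 0 in every library of the other gave 40 and 43. Without s_deep7858 s_deep had 16 and s_light 41. These last 2 counts were chosen after seeing the values.

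Of 34 named genes of the paper's list, 10 had log2 fold changes that differed from the paper's by more than the SD between replicates. MALL, CACNG1 and KRTAP19-2, listed at 0 in every s_deep library, were left out, and most members of the gene sets were not compared. The 10 were 4.34 for GALR1 (the paper's 7.16), -1.74 for ISL1 (the paper's -3.94), -3.04 for NRAP (the paper's -3.6), -1.42 for TLR2B (the paper's -2.12), 1.51 for CYP11A1 (the paper's 2.44), 4.12 for TECRL (the paper's 4.94), 0.94 for PMEL (the paper's 2.77), 6.62 for HINTW (the paper's 2.06), 4.50 for UBE2R2L (the paper's 1.65) and 1.25 for CYP1C1 (the paper's 2.17). Of the alternatives set before the data were examined, pseudocount 0.01 brought GALR1, ISL1, NRAP, TLR2B, CYP11A1, TECRL and CYP1C1 within that SD, and pseudocount 1 did so for HINTW and UBE2R2L. The W-linked covariate did for ISL1 and TECRL, and for HINTW, where this was fixed in advance since HINTW is one of its 5 genes; quantile normalization did for TLR2B, and leaving out a single library for ISL1, TLR2B, TECRL, HINTW, UBE2R2L and CYP1C1. None of them did for PMEL. The log2 ratio of group mean FPKM, chosen after seeing the values, did for all 10 genes.

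In Figure 4A the paper draws qPCR levels of FHL2, TECRL and GPR143 as higher in s_deep and of IYD as higher in s_light, and its text describes the qPCR and RNA-seq results as alike. The FPKM went the other way for these genes, with log2 fold changes of 6.46 for FHL2, 4.12 for TECRL, 1.33 for GPR143 and -0.34 for IYD. Figure 4D colours BCO2 as lower in s_deep, while its FPKM were higher in s_deep (log2 fold change -0.61). TYR, PMEL and GPR143 are called differentially expressed by the paper and had adjusted p of 0.955, 0.952 and 0.814 (limma). The paper's text gives 23.03 M reads for s_light and 23.01 M for s_deep, while its supplementary table averages 23.01 M for s_light and 23.03 M for s_deep.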

Other observations

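The tests on W and Z genes without s_deep7858 and on melanocyte genes were chosen only after the result was seen. When s_deep7858 was left out, 69 genes passed an FDR of 0.05 and an absolute log2 fold change of at least 1. If genes of the W and Z chromosomes were the cause, leaving them out would bring the count to the 0 or 1 of the other fits that left out a library with the filter on 6 libraries, and 33 genes still passed. Genes whose chromosome is unknown stayed in, so sex-linked genes could be among the 33, and the remainder cannot be told apart from sex. The paper's list holds 23 genes matched to the W chromosome, all of them higher in s_light, and 36 matched to the Z chromosome, while 254 of its 882 genes had no match.

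TYR, PMEL and GPR143 were read highest in s_light6575. More melanocytes in the skin piece of s_light6575 would be expected to raise the other melanocyte genes there too. Of the 9, 3 were also highest in that library, which is too few to tell: TYRP1, SLC45A2 and MLPH, at 0.03, 0.18 and 1.25 FPKM. Others, among them DCT and MITF at 3.27 and 19.09 FPKM, were lowest in that library.

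Among the 7199 genes with a mean of at least 10 FPKM, 21 were listed at 0 in at least 1 library. KRT75L4, chosen after its values were seen, was read at 69.9 FPKM in s_light6575 and 10.69 FPKM in s_deep7858 and at 1, 0.21, 0.07 and 0 FPKM in s_light6971, s_deep6403, s_light8275 and s_deep6402. Of the 21 genes, 7 were read under 1 FPKM in s_deep6402 and s_deep6403 and at 10 FPKM or more in the other 4 libraries, the split of the libraries shown by the W-linked genes, and 2 of these 7 lie on the W chromosome; these limits were chosen after the values were seen. Most of the 21 genes shared the pattern of KRT75L4, highest in s_light6575 and next in s_deep7858. LOC100859586 was read at 418.28 and 29.76 FPKM in these libraries and LOC100859616 at 341.06 and 20.97 FPKM. No explanation was tested for KRT75L4 or for the genes that shared its pattern.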
